A study of Mus musculus with 2 samples. Its data were reported in "Expansion of interferon inducible gene pool via USP18 inhibition promotes cancer cell pyroptosis" (2023).

How the data were processed

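Single-cell transcriptomes were measured in 2 libraries of mouse leukemia cells, 1 per group. The cells carried AML1-ETO9a (AE9a), a truncated fusion of AML1 and ETO that causes acute myeloid leukemia in mice, together with GFP, a floxed Usp18 gene and UBCER-Cre, a recombinase that tamoxifen activates. Recipient mice were injected with oil or with tamoxifen after they became sick, and GFP+ Lin- c-Kit+ cells, which lack markers of mature lineages and carry the Kit receptor, were sorted from the spleen 3 days after the first injection. Cells of 3 mice were pooled in each group and 8000 cells were targeted per library. No label maps cells to mice, so each pool is 1 sample. The labels disagree on the genotype. The title, genotype and treatment labels give a homozygous deletion, whereas the treatment protocol describes cells with 1 floxed allele and a heterozygous deletion. The paper describes 2 such experiments, a heterozygous one and a homozygous one. The title, genotype and treatment labels match its homozygous one. The clusters and VLA-4 result in its main figures come from heterozygous cells. The groups are named here by injection alone.

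The deposited matrices hold UMI counts per gene and cell, which the authors made by mapping 3′ reads of the Chromium V3 kit to mm10 with Cell Ranger. A UMI count is the number of distinct captured transcripts and has no normalization. The matrices hold 31053 genes, and both libraries list the same genes in the same order. The study named Seurat for its analysis of cells. Its code was not used here, so the filters and clusters below need not match its own. The barcodes were taken as deposited.

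Cells with at least 500 detected genes and at most 10% of UMIs from mitochondrial genes were kept. This left 6838 of 7774 barcodes in the library labelled oil and 6472 of 7311 in the library labelled tamoxifen, with 66045700 and 60661486 UMIs. Scrublet marked 0% of barcodes as doublets in each library at its automatic threshold and so did not work on these cells. No doublets were removed, and an alternative left out the 6% of cells with the highest Scrublet score.

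Counts were summed over the cells of each library and divided by the library total to give CPM, the usual counts scaled to a common total, each with an exact Poisson interval. The log2 ratio of the library labelled tamoxifen over the library labelled oil has an exact conditional binomial interval, and shares of cells have exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only. With 1 library per group there is no replicate check, so no test was run and no p-value is given, and every difference is one between these 2 libraries. Ratios were taken over 10527 genes with at least 100 UMIs in both libraries together. None of these genes had 0 UMIs in either library. A gene at 0 in 1 library was given a fold against a floor of 3 counts, without the counting error of the other library.

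Gene lists were fixed before the data were examined. The median log2 ratio of each list was placed among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. Genes are named by a rule of size: the 10 highest and 10 lowest ratios among genes with a CPM of at least 20 in either library, the genes named by the study, and the 3 highest and 3 lowest of each list. The result for 1 gene that the rule selects is not reported. The ratio, interval and random-list steps were tested on simulated counts for tamoxifen against oil, drawn for 10526 genes of which 200 were changed by known folds. The interval of 100% of the changed genes lay on the right side of 0, and 95.5% of all intervals covered the true value.

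Cells were clustered with Seurat on log-normalized counts, 2000 variable features, 20 principal components and the Louvain method at resolution 0.5, with both libraries merged and not integrated. Genes that differed 1.5-fold or more between the libraries, the interferon and MHC class I lists, Usp18, mitochondrial genes and genes of the sex chromosomes were kept out of the variable features, so that cluster sizes could be compared. Clusters are given by number, since mast cell and erythroid genes were shared by several of them. For shares of cells with a UMI and for cell cycle phases, each cell was thinned to 3000 UMIs by 1 random draw, and shallower cells were left out. The share expected over all draws was computed beside it for single genes. All cells belong to 1 sorted population, so no other cell type was at hand to give the level from free RNA.

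Gene positions come from GENCODE M21 on GRCm38, the assembly that mm10 names, in which 30934 of the 31053 gene identifiers were found. The alternatives were other cell filters, TMM scaling with edgeR, median-ratio scaling with DESeq2, a total without mitochondrial and ribosomal protein genes, equal weight for every cell, other count minimums, other cluster settings and other thinning depths. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, matplotlib 3.10.9, R 4.3.3, Seurat 5.3.0, Matrix 1.6.5, edgeR 4.0.16 and DESeq2 1.42.0.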

Results

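To follow the effect of Usp18 deletion on single leukemia cells, spleen cells sorted as GFP+ Lin- c-Kit+ were compared between mice injected with oil and mice injected with tamoxifen. Each group has 1 library made from 3 pooled mice. The library labelled oil holds 7774 barcodes and 70239576 UMIs with a median of 7904.5 UMIs per barcode, and the library labelled tamoxifen holds 7311 barcodes and 65028672 UMIs with a median of 7650. After filtering, the median was 8622.5 UMIs in 6838 cells and 8209.5 UMIs in 6472 cells. There are no replicate libraries, so no difference given here could be set against the spread between animals.

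The targeted gene was examined first. Usp18 (ENSMUSG00000030107) is a protein-coding gene on the plus strand of chromosome 6 from 121245906 to 121270917 (GRCm38). It had 371 UMIs in the library labelled oil, or 5.62 CPM (5.06 to 6.22), and 933 UMIs in the library labelled tamoxifen, or 15.4 CPM (14.4 to 16.4). The log2 ratio was 1.45 (1.28 to 1.63), so the transcript was higher in the library in which the labels place the deletion. Taken alone, this count does not show the deletion that the labels give. Every direction below is one between libraries as labelled. Reads of the 3′ end of a transcript do not show whether an upstream exon was deleted. The cell filter of at least 1000 genes and at most 5% mitochondrial UMIs moved the ratio most, to 1.74.

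Next, interferon-stimulated genes (ISGs) were compared, because USP18 restrains signaling from the type I interferon receptor. Isg15 (chromosome 4, 156199424 to 156200818, minus strand) rose from 47.8 CPM (46.2 to 49.5) to 113 CPM (111 to 116), a log2 ratio of 1.25 (1.19 to 1.31). Ifit1 (chromosome 19, 34640871 to 34650009, plus strand) had 73 and 605 UMIs, or 1.11 CPM (0.866 to 1.39) and 9.97 CPM (9.19 to 10.8), with a log2 ratio of 3.17 (2.82 to 3.54). Of 54 listed type I ISGs, 41 could be measured, and 37 of them were higher in the library labelled tamoxifen. Their median log2 ratio was 0.52 (0.43 to 0.57), above all of the random lists, whose medians lay between -0.14 and 0.011 in 95% of draws. The highest were Ifit1, Slfn5 at 2.35 and Oasl2 at 2.26, and the lowest were Oas1a at -0.062, Ifit2 at -0.037 and Ifi35 at -0.020. The stricter cell filter moved these results most, to 1.68 for Isg15, 4.02 for Ifit1 and 0.67 for the list median.

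Among 10527 genes, 50 had a ratio of at least 2 and 15 had one at or below the inverse of 2. These numbers describe the pair of libraries and are not counts of tested changes. They moved most with the count minimum, to 198 and 98 genes at a minimum of 20 UMIs. The highest ratios under the naming rule included those of Rtp4 (2.23), Irf7 (1.58), Xaf1 (1.43), Isg15, Rhag (1.07), Oas3 (0.94), Fam178b (0.90), Mt2 (0.89) and Rps27rt (0.88). Rps27rt is a near-identical copy of Rps27, so its count is uncertain. The 10 lowest were those of Fosb (-1.69), Fos (-1.22), Dusp1 (-1.09), Hist1h2ac (-1.08), Jun (-1.06), Slc16a3 (-1.04), Hist1h2ap (-0.98), Zfp36 (-0.94), Anxa2 (-0.93) and Mcpt1 (-0.82). The share of UMIs from ribosomal protein genes was 23.9% in the library labelled oil and 27.6% in the library labelled tamoxifen.

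**Figure D1:**
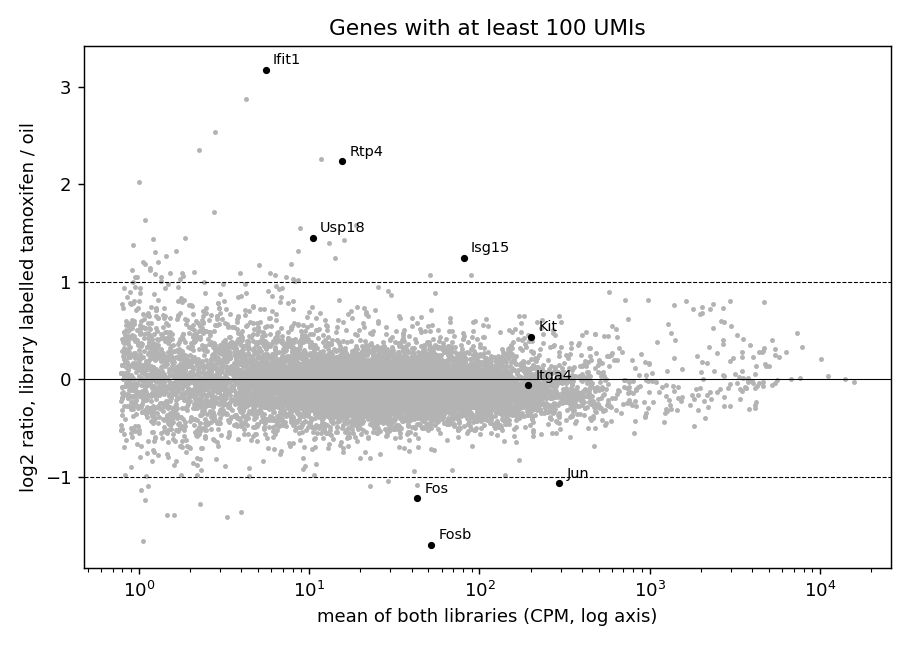
Each point is 1 of 10527 genes, with its mean CPM over both libraries on a log axis and its log2 ratio of the library labelled tamoxifen over oil. Dashed lines mark a ratio of 2 in each direction; Ifit1 (3.17) lies highest of the named genes and Fosb (-1.69) lowest.

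Genes that the study linked to Usp18 loss or to pyroptosis, a lytic cell death, were compared next. Ccl4 and Vcam1 were set beside them. The study measured human CCL4L2, and it names VCAM-1 as a partner of the adhesion receptor VLA-4. Its evidence for GSDMD and GSDME was cleavage of the proteins, which mRNA counts do not measure. It found Il10 and S100a8 in bulk RNA of heterozygous cells after 3 injections. It also reported activation of inflammasome and pyroptosis genes in its heterozygous single-cell data. Plk2 (chromosome 13, 110395046 to 110400844, plus strand) had 0 UMIs in the library labelled oil. It had 14 UMIs in 11 cells of the library labelled tamoxifen, or 0.231 CPM (0.126 to 0.387). Against the floor of 3 counts this was 5.08-fold higher, a value that leaves out the counting error of the 14 UMIs. The counting interval of its log2 ratio started at 1.85, which is less than 5.08-fold. Il10 had 3 and 6 UMIs with a log2 ratio of 1.12 (-1.10 to 3.75), which is not a detectable difference at this depth. S100a8 and Ccl4 had 0 UMIs in both. Casp1 had 6 UMIs and 1 UMI, with a log2 ratio of -2.46 (-7.99 to 0.58), and Nlrp3 had 1 UMI in each library. Aim2 (-0.13, -0.40 to 0.13) and Gsdmd (-0.027, -0.15 to 0.097) did not differ beyond counting error, and Gsdme was slightly lower at -0.15 (-0.25 to -0.048). Vcam1 had 54 and 73 UMIs, with a log2 ratio of 0.56 (0.030 to 1.09). The stricter cell filter moved Vcam1 most, to 2.07. On GRCm38, Aim2 lies on chromosome 1 from 173350879 to 173466040, Gsdmd on chromosome 15 from 75862327 to 75867408, Gsdme on chromosome 6 from 50188888 to 50263862 and Vcam1 on chromosome 3 from 116109949 to 116129688.

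The inflammasome and pyroptosis list had a median log2 ratio of -0.091 over 12 genes, at the 36.4 percentile of random lists, and the MHC class I list one of -0.083 over 13 genes, at the 53.5 percentile. The NF-kB target list had a median of 0.082 over 18 genes (98.4 percentile), with a counting interval of -0.011 to 0.14. The p53 and DNA damage list lay above all random lists at 0.18 (0.11 to 0.21), led by Gadd45a at 1.64. The stem and progenitor list had a median of 0.14 over 10 genes, at the 96.5 percentile and within the range of random lists; it reversed under a pair of alternatives. The S phase list (-0.39, -0.42 to -0.36) and the G2M list (-0.35, -0.37 to -0.33) lay below all random lists. Of the granulocyte maturation list, 1 of 18 genes could be measured, so no median is given. The largest shift among these lists was that of the NF-kB median under the stricter cell filter, to 0.42, and the same filter reversed the MHC class I median to 0.070.

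**Figure D2:**
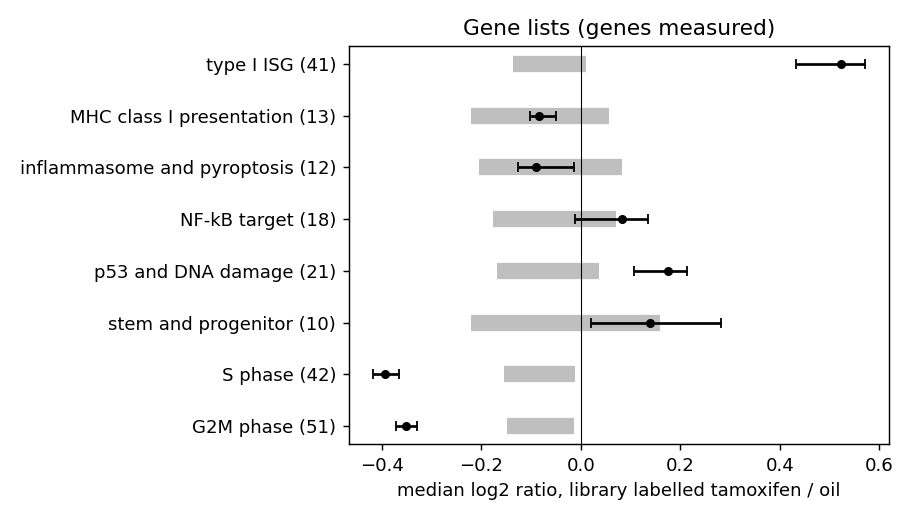
Points are the median log2 ratio of each list, library labelled tamoxifen over oil, with bars for the counting interval and grey bands for the central 95% of random lists. The type I ISG list (0.52) lies to the right of its band, and the S phase (-0.39) and G2M (-0.35) lists to the left of theirs.

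Cell cycle phases were assigned after thinning to 3000 UMIs, which left out 508 and 345 shallower cells. G1 cells made up 47.8% (46.5 to 49.0) of 6330 cells in the library labelled oil and 62.5% (61.2 to 63.7) of 6127 cells in the library labelled tamoxifen. S phase cells made up 23.7% (22.6 to 24.7) and 15.9% (15.0 to 16.9), and G2M cells 28.6% (27.5 to 29.7) and 21.6% (20.6 to 22.7). Leaving out the 6% of cells with the highest Scrublet score moved the difference in G1 share most, from 14.7 to 13.5 percentage points.

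Clustering of 13310 cells gave 10 clusters, numbered by size from 0. Cluster 5 held 0.702% (0.518 to 0.930) of cells in the library labelled oil and 12.5% (11.7 to 13.3) in the library labelled tamoxifen. With 94.4% of its cells from 1 library, it can be that library and not a cell type. Cluster 8 held 0.512% (0.357 to 0.711) and 3.41% (2.99 to 3.89). Clusters 1 and 3, whose cells were mostly in S or G2M phase, fell from 22.0% to 14.6% and from 19.7% to 11.6%. Clusters 6, 7 and 8 were also mostly cells in these phases and did not all fall. Cluster 6 did not differ beyond counting error, with a log2 ratio of shares of 0.079 (-0.15 to 0.30). The share of cluster 7 fell from 2.82% to 1.30%, but with 30 principal components clusters 7 and 8 formed 1 cluster with a log2 ratio of shares of 0.45, 1 of 3 alternatives that reversed cluster 7.

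**Figure D3:**
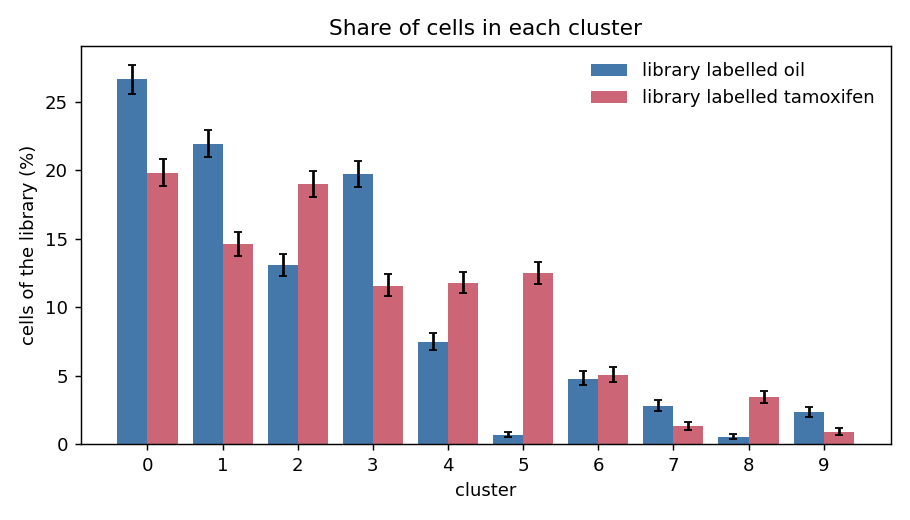
Bars give the percentage of the cells of each library in each cluster, and error bars are exact binomial intervals for counting error. Cluster 5 holds 0.702% of the library labelled oil and 12.5% of the library labelled tamoxifen.

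Isg15 was compared within clusters, to see whether its rise was confined to some of them. Its CPM was higher in the library labelled tamoxifen in each of the 10 clusters under these settings, and the interval of the ratio included 0 in cluster 8 (0.15, -0.48 to 0.85). In cluster 2, the highest in the library labelled tamoxifen, it had 73.8 CPM (67.7 to 80.2) and 227 CPM (218 to 236).

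**Figure D4:**
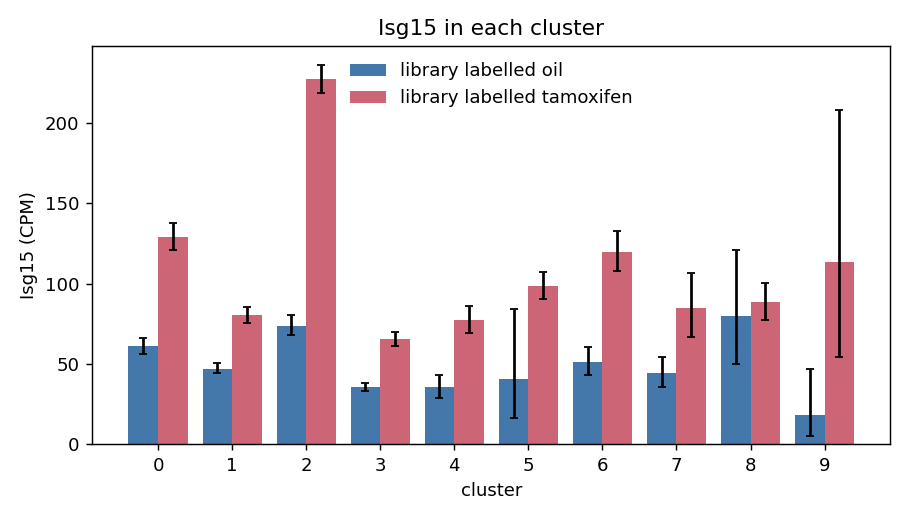
Bars give Isg15 CPM in each cluster and library, and error bars are exact Poisson intervals for counting error. In cluster 2 the values are 73.8 and 227 CPM; in cluster 8 the intervals overlap.

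Finally, the cells with VLA-4, an adhesion receptor made of Itga4 and Itgb1, were examined, to see whether their share differed. Itga4 (chromosome 2, 79255426 to 79333123, plus strand) had 197 and 189 CPM, a log2 ratio of -0.058 (-0.095 to -0.022) whose sign changed under 2 other scalings. Itgb1 (chromosome 8, 128685654 to 128733200, plus strand) had 183 and 173 CPM, a log2 ratio of -0.083 (-0.12 to -0.045). Without thinning, 54.3% of cells in the library labelled oil and 50.8% in the library labelled tamoxifen had a UMI of both. At 3000 UMIs per cell, the shares were 17.0% (16.1 to 18.0) and 15.5% (14.6 to 16.4). Thinning leaves out most cells of cluster 9, described below. Ribosomal protein genes took 23.9% and 27.6% of UMIs, so a fixed depth leaves fewer other UMIs in the library labelled tamoxifen. With these and mitochondrial genes left out of the total, Itga4 was 0.022 and Itgb1 -0.0024. The lower share may therefore reflect composition. The share of Kit cells was 37.6% (36.5 to 38.9) and 43.3% (42.0 to 44.5), and Kit (chromosome 5, 75574916 to 75656722, plus strand) rose from 171 CPM (168 to 174) to 232 CPM (228 to 236), a log2 ratio of 0.44 (0.40 to 0.47). Cd34 (chromosome 1, 194938819 to 194961279, plus strand) was seen in 2 and 8 thinned cells, and in 5 and 15 cells without thinning. Cd34 and Kit together were seen in 1 and 7 thinned cells, and in 4 and 13 without thinning. Cluster 9 had the highest Itga4 (320 CPM, 260 to 390) and Itgb1 (333 CPM, 272 to 405), from 98 and 102 UMIs. For Itga4 its interval overlapped those of cluster 0 (276 CPM, 268 to 284) and cluster 7 (271 CPM, 253 to 290). For Itgb1 its interval lay above that of every other cluster. Cluster 9 fell from 2.34% (1.99 to 2.73) to 0.927% (0.708 to 1.19) of cells. Its cells had a median of 1180 UMIs and 1.10% mitochondrial UMIs, far below the other clusters. Leaving out cells with under 2% mitochondrial UMIs removes most of cluster 9 by construction. Another cluster was then highest in VLA-4, and its share rose from 3.60% to 4.59%. Under the stricter cell filter, the cluster highest in VLA-4 rose from 11.9% to 18.9%; it shared 10 cells with cluster 9.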

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

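The comparison of the barcodes left out by the cell filter was planned before its result was seen. These barcodes, 936 in the library labelled oil and 839 in the library labelled tamoxifen, were used in the report's comparisons only by the alternatives with a looser cell filter. Isg15 had 164 and 436 UMIs in them, a log2 ratio of 1.35 (1.09 to 1.62). Signals in these unused barcodes thus differed between the libraries. Usp18 had 37 and 63 UMIs, a log2 ratio of 0.71 (0.10 to 1.34). If these barcodes held the same cells as those kept, both ratios would match. The ratio of Isg15 differed from that in the kept cells by 0.11 (-0.16 to 0.37), which is within counting error, whereas that of Usp18 was lower by a difference of -0.74 (-1.35 to -0.13). That Usp18 counts beside Isg15 in this test was decided after both values had been seen. The 2 genes point different ways, so damaged cells of the same kind and a mixture with free RNA or other cells cannot be told apart. The treatment itself remains an open explanation for the rise of Isg15 here as in the kept cells.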

How the results depend on the processing

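The filter of at most 20% mitochondrial UMIs and the clusters without cells under 2% mitochondrial UMIs were chosen after seeing the data. No paired analysis was possible because each group has 1 library. Usp18, Isg15, Ifit1, the ISG list, both cell cycle lists, the G1, S and G2M shares and cluster 5 kept their direction under every alternative that gave a value. All barcodes as deposited and at most 20% mitochondrial UMIs were run for gene ratios, numbers of genes and list medians. They moved no list median and no ratio of the genes the study named beyond counting error, and the numbers of genes stayed within 1.5 times. Cluster shares, phases and shares of cells were not run under them.

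The filter of at least 1000 genes and at most 5% mitochondrial UMIs, which kept 673 and 771 cells, moved the most. It gave log2 ratios of 1.74 for Usp18, 1.68 for Isg15, 4.02 for Ifit1, 0.69 for Kit, -0.21 for Itgb1, -0.24 for Gsdmd and 2.07 for Vcam1, and reversed Ddx3y (-0.068), H2-Q4 (0.90) and Ubr7 (0.12). The numbers of genes at least 2-fold higher and lower became 24 and 24. List medians became 0.67 (ISG), 0.42 (NF-kB), -0.16 (inflammasome), -0.46 (S) and -0.66 (G2M), and the MHC class I (0.070) and stem and progenitor (-0.092) lists reversed. The log2 ratio of shares was -0.096 for cluster 0, 0.67 for cluster 2, -0.92 for cluster 3 and 0.98 for cluster 4. The VLA-4 cluster reversed to 0.67 and held 10 cells of cluster 9. The cause of these shifts was not tested. This filter kept 4666635 UMIs in the library labelled oil and 5018639 in the library labelled tamoxifen. The counting error of its own values was not computed, so shifts and reversals of genes with few UMIs can be counting error.

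Scalings shifted every gene alike, by 0.043 with TMM and 0.063 with the median ratio. TMM gave -0.016 for Itga4, -0.040 for Itgb1 and 0.48 for Kit, and list medians of -0.041 (MHC class I), 0.22 (p53), -0.35 (S) and -0.31 (G2M). The median ratio gave 1.31 for Isg15, 0.50 for Kit, -0.020 for Itgb1 and a reversed 0.0049 for Itga4, with 0.59 (ISG), -0.020 (MHC class I), 0.15 (NF-kB), 0.24 (p53), -0.33 (S) and -0.29 (G2M). Leaving mitochondrial and ribosomal protein genes out of the total gave 1.33 for Isg15, 0.52 for Kit, -0.0024 for Itgb1 and a reversed 0.022 for Itga4, with 0.60 (ISG), -0.0030 (MHC class I), -0.010 (inflammasome), 0.16 (NF-kB), 0.26 (p53), -0.31 (S) and -0.27 (G2M). With every cell given the same weight, Gsdmd was -0.16, Itga4 -0.12, Itgb1 -0.13 and Kit 0.39, 26 genes were at least 2-fold lower, and lists were -0.14 (inflammasome), 0.10 (p53), -0.46 (S), -0.41 (G2M) and a reversed -0.0078 (stem and progenitor); the cause was not tested.

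A minimum of 20 UMIs gave 198 genes higher and 98 lower, and one of 500 UMIs gave 22 and 7, since more or fewer low genes were counted.

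Resolution 0.3 gave log2 ratios of shares of -0.43 for cluster 1 and -0.43 for cluster 3, and resolution 1.0 gave -0.055 for cluster 0 and -0.74 for cluster 1. All variable features gave 0.14, -0.44 and 0.33 for clusters 2, 3 and 4. With 30 principal components, clusters 7 and 8 matched 1 joint cluster at 0.45, which reversed cluster 7. Without the 6% of cells of highest Scrublet score they again matched 1 cluster, at 0.47, and cluster 2 was 0.41. Without cells under 2% mitochondrial UMIs, cluster 5 was 3.41, cluster 6 was 0.93, and clusters 7 and 8 matched 1 cluster at 0.35. That cluster was then the highest in VLA-4, so the VLA-4 cluster also reversed to 0.35. It held 1 cell of cluster 9, most of whose cells this filter removes by construction. The value is therefore that of another cluster and does not bear on the fall of cluster 9. Clusters that shared under 0.3 of their cells with any cluster of an alternative have no value there.

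Without thinning, the difference in the share of VLA-4 cells was -3.42 percentage points and that of Kit cells 3.29. Of 543 values of the other named genes under the alternatives, 412 stayed within counting error, 128 moved and 3 reversed, those given above. Ratios, medians and shares under an alternative were set against the counting interval of the main value alone. Reversed is used only where that interval excluded 0. Ratios whose interval included 0, such as those of Ifit2 and Gtse1, also changed sign under some alternatives. They are counted by the size of their shift. Depth limits Plk2, Cd34, Casp1, Il10 and Nlrp3, which had at most 15 UMIs in a library.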

Other observations

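The tests of transcript length, of a joint rise of ribosomal protein genes, of exchanged labels and of handling were chosen after the results they bear on had been seen. The predictions of the others were written before their results were seen, on patterns found in the same data. Besides the lists of the report and the other length definitions, 22 list comparisons with random lists were made, so single percentiles near the edge of a range carry little weight. Lists with fewer than 5 measured genes were taken to decide nothing, a limit set after the lists had been run.

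Usp18 was higher in the library labelled tamoxifen, with a log2 ratio of 1.45. Usp18 is itself an interferon-stimulated gene. In the 10% of cells highest in the other ISGs it was higher than in other cells, by a log2 ratio of 2.79 (2.48 to 3.10) in the library labelled oil and 3.65 (3.46 to 3.84) in the library labelled tamoxifen. This is consistent with Usp18 transcripts rising with the interferon response, whether or not the gene still makes protein. From Usp18 alone, exchanged labels cannot be told apart from this, since the libraries hold no value per mouse and no view of the deleted exon. The ISG list was higher in the library labelled tamoxifen, at 0.52 (0.43 to 0.57) with 37 of 41 genes higher. The paper reports this direction for Usp18 depletion, so the list argues against exchanged labels. With 1 library per group, a difference between the pools of mice stays open.

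The rise of the ISG list may rest on a few cells with a strong response. The list was divided into 2 parts, the 10% of cells highest in 1 part were left out of each library, and the other part was measured. Its median log2 ratio went from 0.58 to 0.33, and from 0.44 to 0.31 with the parts exchanged, still above all random lists. The cells left out therefore account for some of the rise and not for all of it. Some ISGs are seen in few cells, Ifit1 in 31 and 296 cells of the libraries labelled oil and tamoxifen. A strongly responding cell can thus score low on 1 part and stay in, so a rise spread over all cells is not shown. With the clusters weighted as in the library labelled oil, the median of the whole ISG list was 0.30, above all random lists. That of the S list was -0.13, just below its random range of -0.11 to -0.019. That of the G2M list was -0.0054, above its random range of -0.11 to -0.024, so its fall in the report was not seen with these weights. Several clusters were mostly cells in S or G2M phase, so fixed weights take out shifts between phases largely by construction. The S and G2M medians with these weights therefore do not show why those lists fell. Whether the remaining rise of the ISG list reflects deletion of Usp18, tamoxifen or the pools of mice was not tested.

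Immediate early genes were lower in the library labelled tamoxifen, with a median log2 ratio of -0.73 over 10 genes. The list was written after Fosb, Fos, Dusp1, Jun and Zfp36 had been seen among the lowest genes, and the 5 other genes had a median of -0.34, at the 0.50 percentile. With the clusters weighted as in the library labelled oil, the median over the list was -0.95, which argues against cluster shares as the cause. These genes respond within minutes to handling, and handling of the 2 pools before capture cannot be told apart from treatment, since both changed together.

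Cluster 5 came almost wholly from the library labelled tamoxifen, and its leading genes include Ddit4, Per1 and Tsc22d3. Targets of the glucocorticoid receptor that do not lead the cluster were higher in it than in other cells of that library, with a median log2 ratio of 0.46 over 6 genes (98.0 percentile), only just outside the range of random lists, which ended at 0.43. FOXO targets were higher by 0.71 over 12 genes, above all random lists. A stress or growth factor withdrawal state is a candidate explanation, and the lists do not separate the 2 programs. A difference in handling or between the pooled mice stays open, with 1 library per group.

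The cells of cluster 9, the highest in VLA-4, may be nuclei or cells that lost cytoplasm. Mitochondrial mRNA was lower in them by a log2 ratio of -1.49, below all random lists. This largely restates the low share of mitochondrial UMIs that marked out the cluster, and mt-Nd6 went the other way, with 431 CPM in the cluster and 72.7 CPM in other cells. Only 4 nuclear-retained RNAs could be measured, with a median of 0.20 inside the wide range of -0.56 to 0.51. A stem or progenitor state was tested with 3 genes other than Itga4 and Itgb1, whose median of 0.16 also lay within random lists. Both lists are too short to decide, so damaged cells and a stem-like state cannot be told apart, and the fall of this cluster could be a difference in either.

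Ribosomal protein genes with short transcripts were higher in the library labelled tamoxifen. Among all 80 ribosomal protein genes the log2 ratio fell with transcript length (Spearman rho -0.70, -0.60 and -0.37 by the 3 definitions of length given below, across genes, which are not independent replicates). GC content was argued against, since the 37 genes of at most 600 nt stood at 0.45 after the trend with GC was removed, above all random lists. A bias for short transcripts would also raise other short genes, and here the answer depended on how the length of a gene was taken. Non-ribosomal genes of at most 600 nt had a median of -0.044 by the median over annotated transcripts, 0.0098 by the median over protein-coding transcripts and 0.17 by the longest transcript. All 3 lay above the central 95% of random lists, the first by little (99.4 percentile), and under all 3 they stayed below the short ribosomal protein genes (0.41, 0.40 and 0.68). The longest transcript had been looked at first, and the rule that all 3 definitions had to give the same answer was set after their values had been seen. Over all non-ribosomal genes the ratio rose slightly with length (rho 0.12, 0.13 and 0.17), which a general length bias would not give. A joint rise of all ribosomal protein genes also stays open. Here these genes were split at their median length. The shorter part exceeded the longer by 0.39 (0.22 to 0.54) and 0.38 (0.22 to 0.53) by the first and middle definitions. Both differences go against a joint rise. By the last definition the difference was 0.17 (-0.014 to 0.37). By the first definition, the shorter part of the ribosomal protein genes had a median of 0.39. The longer part had one of 0.0083, at the 97.6 percentile and just above its random range of -0.17 to 0.0075. The longer part thus also leaves a joint rise open, though by little. Only by the last definition did the interval of the difference include 0. The median of 0.68 by that definition, and not this difference, rests on 9 genes of at most 600 nt. By that definition too the ratio fell with length (rho -0.37), which goes against an equal rise. Length bias and a joint rise therefore cannot be told apart here.

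Thinning to a fixed depth adds noise of its own. The share of cells with Itga4 was 40.4% in the library labelled tamoxifen in the draw used, and 41.6% was expected over all draws. In the library labelled oil the values were 43.6% and 43.3%. For Itgb1 the draw gave 39.2% in the library labelled oil and 37.4% in the library labelled tamoxifen, and 39.65% and 37.02% were expected. The draw thus widened the gap in Itga4 and narrowed that in Itgb1. The share of VLA-4 cells includes noise of this kind, and its expected value over all draws was not computed.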
